# Long noncoding RNA expression profile in HLE B-3 cells during TGF-β_2_-induced epithelial-mesenchymal transition

**DOI:** 10.1186/s12886-017-0461-z

**Published:** 2017-05-16

**Authors:** Bingyu Zhang, Yang Chen, Meiyuan Qiu, Zhixiang Ding

**Keywords:** LncRNA, Microarray, HLE B-3 cells, Epithelial-mesenchymal transition, Posterior capsule opacification

## Abstract

**Background:**

Recent evidence has shown that long noncoding RNAs (lncRNAs) are involved in the process of epithelial-mesenchymal transition (EMT). However, little research has focused on the expression profile of lncRNAs during EMT in human lens epithelial cells (LECs) and their functions have not yet been described.

**Methods:**

Dysregulated lncRNAs and mRNAs in normal human lens epithelial B-3(HLE B-3) cells and during transforming growth factor β_2_(TGF-β_2_)-induced EMT were analyzed via lncRNA microarray. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway analyses of differentially expressed mRNAs were performed to identify their functions and pathologic pathways. Six candidate lncRNAs were validated via quantitative real-time reverse transcription polymerase chain reaction(qRT-PCR) to confirm the microarray data.

**Results:**

A total of 775 lncRNAs (325 up-regulated and 450 down-regulated) and 935 mRNAs (329 up-regulated and 606 down-regulated) were differentially expressed in HLE B-3 cells during TGF-β2-induced EMT compared to normal HLE B-3 cells. GO and KEGG Pathway analyses indicated the functions of differentially expressed mRNAs in the TGF-β_2_-induced EMT in HLE B-3 cells. qRT-PCR confirmed the trends indicated in microarray analysis for all 6 candidate lncRNAs.

**Conclusion:**

Our study lays the foundation for future research in lncRNAs related to EMT in HLE B-3 cells and could provide new avenues for the prevention and treatment of posterior capsule opacification (PCO).

## Background

Cataracts are the leading cause of blindness, and account for 51% of blindness, about 20 million people, and 33% of visual impairment worldwide, according to the latest assessment (2010) [1]. Surgery is an effective treatment for cataracts, however, complications can arise [2]. Posterior capsule opacification (PCO) is the most common complication after cataract surgery [3]. The residual lens epithelial cells (LECs) in the anterior capsule after cataract surgery, over proliferate, and migrate to the posterior capsule, and then epithelial-mesenchymal transition (EMT) takes place. This dynamic process is the main mechanism of PCO [4–6]. EMT is an abnormal differentiation of epithelioid cells to myofibroblast cells and is central to the development of PCO [7]. Inhibition of EMT has emerged as an option for treating PCO.

Transforming growth factor β_2_ (TGF-β_2_) is a signaling molecule, that plays a crucial role in activating and promoting EMT in LECs. Recent studies have shown that TGF-β_2_ can induce EMT in LECs through the Smads pathway, PI3K/Akt pathway, and other pathways [8, 9]. TGF-β_2_-induced EMT is a proper model for studying PCO [10].

Long noncoding RNAs (lncRNAs) are transcripts of more than 200 nucleotides, that do not have the ability to encode proteins, but participate in transcriptional, post-transcriptional and epigenetic regulation of gene expression [11, 12]. The expression, mechanism, and function of lncRNAs have attracted attention in recent years [13]. However, it’s not clear how lncRNAs are related to the TGF-β2-induced EMT in LECs.

To understand the functions of lncRNAs in TGF-β_2_-induced EMT in LECs, we performed lncRNA and mRNA microarray analysis in normal LECs and those in TGF-β_2_-induced EMT. Gene Ontology (GO) analysis [14, 15] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis [16, 17] were performed to identify the functions of differentially expressed genes. The results of our study indicate that dysregulated expression of lncRNAs may influence the development and progression of EMT in LECs and that studying these lncRNAs may introduce new avenues for the prevention and treatment of PCO.

## Methods

### Cell culture and treatment

The human lens epithelial B-3 (HLE B-3) cell line, a type of LEC, was purchased from the Institute of Biochemistry and Cell Biology, SIBS, CAS (Shanghai, China). It was cultured in Dulbecco’s modified Eagle’s medium (Gibco, GranIsland, NY, USA) supplemented with 15% fetal bovine serum (Gemini, West Sacramento, CA, USA). Cells were maintained in humidified air with 5% CO_2_ at 37 °C before use. For further experiments, cells were trypsinized and seeded in 6 wells plates. When cell cultures reached 70% confluence, 3 wells of cells were stimulated with 10 ng/ml recombinant human TGF-β_2_ (Peprotech, Inc., Rocky Hill, NJ, USA) for 24 h, while the other 3 wells of cells were incubated in DMEM for 24 h. Following treatment, phase-contrast micrographs were used to observe morphology change of cells. Then the cells were collected for quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR), western blot analysis, and immunofluorescence assay.

### qRT-PCR of cells

Total RNA was extracted using TRIZOL Reagent (Cat#15596-018,Life Technologies, Carlsbad, CA, US), and then reverse transcribed using Prime Script RT Master Mix (TaKaRa, Dalian, China) according to the manufacturer’s instructions. qRT-PCR was performed using SYBR Green PCR Master Mix (ABI Applied Biosystems, Foster City, CA, USA) in the ABI 7900HT sequence detection system (ABI Applied Biosystems, Foster City, CA, USA) following the manufacturer’s instructions, and beta-actin was used as an internal control. All the genes were amplified in separate wells in triplicate. The following primer pairs were used: E-cadherin (F 5′- AGCAGAACTAAACACACGGGG -3′, R 5′- ACCCA CCTCTAAGGCCATCT -3′), vimentin (F 5′- GACGCCATCAACACCG AGTT-3′, R 5′- GTTTGTCGTTGGTTAGCTGGT -3′), α-SMA (F 5′- GTGTTGCCCCTGAAGAGCAT -3′, R 5′- GCTGGGACATTGAAAGT CT CA -3′), and beta-actin (F 5′- CTGGAACGGTGAAGGTGA CA -3′, R 5′- CGGCCACATTGTGAACTTTG -3′). Gene expression was calculated using the 2^-ΔΔ^CT method [18].

### Western blot

The cells were collected and lysed in lysis buffer on ice, and the proteins were quantified using a Pierce BCA Protein Assay kit (Thermos Fisher Scientific, Inc., Waltham, MA, USA). Cell lysates were separated by 8-12% sodium dodecyl sulfate polyacrylamide gel electrophoresis, and proteins were transferred to polyvinylidene difluoride membranes. The membranes were subsequently incubated with the following primary antibodies overnight at 4 °C: E-cadherin (1:1000; cat. no. 3195; Cell Signaling Technology, Inc.), α-SMA (1:1000; cat. no. 4691; Cell Signaling Technology, Inc.), and vimentin (1:1000; cat. no. 5741; Cell Signaling Technology, Inc.). The membranes were washed three times with TBS/T and then incubated for 1 h in IRDye®680RD goat anti-rabbit immunoglobulin G (H + L) diluted at 1:5000 in TBST. Protein levels were visualized and quantified using the LI-COR Odyssey scanner and software (LI-COR Biosciences).

### Immunofluorescence assay

After specific treatment, HLE B-3 cells were fixed with ice-cold methanol for 10 min. After washed with PBS for three times, non-specific binding sites were blocked with 4% bovine serum albumin for 30 min at room temperature. Cells were incubated with the primary antibodies (E-cadherin, 1:100; cat. no. 3195; Cell Signaling Technology, Inc. α-SMA, 1:100; cat. no. 4691; Cell Signaling Technology, Inc. vimentin, 1:100; cat. no. 5741; Cell Signaling Technology, Inc.) overnight at 4 °C, and then incubated with the FITC-conjugated secondary antibody for 1 h at room temperature. After counterstained with 4,6-diamidino-2-phenylin-dole (DAPI) for 3 min, these cells were subsequently observed under a confocal microscope(Carl Zeiss, LSM710, Jena, Germany).

### Microarray

The microarray (SBC Human lncRNA microarray v6.0, Shanghai Biotechnology Corporation, Shanghai, China) used in this study detects approximately 77,103 lncRNAs and 18,853 coding transcripts. The lncRNAs were carefully constructed using the most highly respected public transcriptome databases including Ensembl (http://www.ensembl.org/index.html), LNCipedia (http://www.lncipedia.org/), Lncrnadb (http://lncrnadb.org/), Noncoder (http://www.noncode.org/), and UCSC (http://genome.ucsc.edu/index.html). 6 sets of microarray assay were done, including 3 for the control group, and 3 for the TGF-β2 group.

### RNA extraction

Total RNAs were extracted using TRIZOL Reagent (cat. No. 15596-018, Life Technologies, Carlsbad, CA, US) following the manufacturer’s instructions, and the RNA integrity number was calculated using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, US). Qualified total RNA was further purified via an RNeasy micro kit (cat. No. 74004, QIAGEN, GmBH, Germany) and RNase-Free DNase Set (cat. No. 79254, QIAGEN, GmBH, Germany).

### RNA labeling and array hybridization

Total RNA was amplified and labeled using a Low Input Quick Amp WT Labeling Kit (cat. no. 5190-2943, Agilent Technologies, Santa Clara, CA, US), according to the manufacturer’s instructions. Labeled cRNAs were purified using an RNeasy mini kit (cat. no. 74106, QIAGEN, GmBH, Germany).

Each slide was hybridized with 1.65 μg Cy3-labeled cRNA using a Gene Expression Hybridization Kit (cat. no. 5188-5242, Agilent Technologies, Santa Clara, CA, US) in a Hybridization Oven (cat. no. G2545A, Agilent Technologies, Santa Clara, CA, US). After 17 h of hybridization, slides were washed in staining dishes (cat. no. 121, Thermos Shandon, Waltham, MA, US) with a Gene Expression Wash Buffer Kit (cat. no. 5188-5327, Agilent Technologies, Santa Clara, CA, US).

### Data analysis

Slides were scanned with an Agilent Microarray Scanner (cat. no. G2565CA, Agilent Technologies, Santa Clara, CA, US). Data were extracted with Feature Extraction software v10.7 (Agilent Technologies, Santa Clara, CA, US). Raw data were normalized using the Quantile algorithm, GeneSpring software v12.6.1 (Agilent Technologies, Santa Clara, CA, US). Fold Change filtering and Student’s t test were used to identify differentially expressed lncRNAs and mRNAs (fold change ≥2.0, *P* < 0.05).

### Gene function analysis

To identify the functions of lncRNAs, target genes of differentially expressed lncRNAs were predicted via cis- or trans-regulatory effects. GO analysis was performed to analyze the functions of differentially expressed mRNAs by using the Database for Annotation, Visualization, and Integrated Discovery (http://david.abcc.ncifcrf.gov/) [14, 15]. Pathway analysis was used to determine the significant biological pathways of these differentially expressed mRNAs according to KEGG, (http://www.genome.jp/eg/) [16, 17]. The threshold of significance was defined by the *P*-value (recommended *P* < 0.05).

### qRT-PCR validation

qRT-PCR was used to validate the microarray data. The method was the same as that described in section "qRT-PCR of cells". The following primer pairs were used: NR-015410 (F 5′- CTGTCTAATTTTCCAGAGCCCCT -3′, R 5′- GTCATCTCTCCCCCA CATACC -3′), ENST00000618591 (F 5′- GGGAGAGCATTCTTCCAG GT -3′, R 5′- GGACACTGTGAACGGAGACA -3′), ENST00000512323 (F 5′- ATCTGCACTGGTGTGAGGTTT -3′, R 5′- GTACTGCTCTTCCTGGTGCTG -3′), ENST00000528717 (F 5′- GTTT CTTGGAATGTGAAAGTCG -3′, R 5′- CCATAGGCAGTAGTAGCCC AAC -3′), lnc-PF4-1:1 (F 5′- AACTGCCTTGCCAGTGCTT -3′, R 5′- A GGGGACTTCACGTTCACAC -3′), NR-034138 (F 5′- TTGGAAGAAT CCTGGAAGCA -3′, R 5′- CAGAAGAAAGAGACCCTCATGG -3′), and beta-actin (F 5′- CTGG AACGGTGAAGGTGACA -3′, R 5′- CGGCCA CATTGTGAACTTTG -3′). Gene expression was calculated using the 2^-ΔΔCT^ method.

### Statistical methods

All statistical data were analyzed using SPSS software v18.0 s (SPSS Inc., Chicago, IL, USA). The threshold value we used to screen differentially expressed lncRNAs and mRNAs was a fold change ≥2.0 (*P* < 0.05). LncRNAs and mRNAs expressed differentially in the TGF-β_2_ group compared to the control group were analyzed using Student’s t tests. *P* < 0.05 was considered statistically significant. The false discovery rate was calculated to correct the *P*-value.

## Results

### QRT-PCR/Western blot/Immunofluorescence of cells

Phase-contrast micrographs showed, after stimulated with 10 ng/ml TGF-β_2_, cells were transformed from single polygonal to long and spindle-shaped (Fig. 1). To confirm EMT in TGF-β_2_ group, we detected 3 typical EMT-related biomarkers including E-cadherin, α-SMA, and vimentin [19] by qRT-PCR, Western blot, and immunofluorescence. All experiments showed that E-cadherin was reduced, while α-SMA and vimentin expression was increased (Fig. 1c-e). In conclusion, HLE B-3 cells in TGF-β_2_ group were undergoing EMT.

**Fig. 1:**
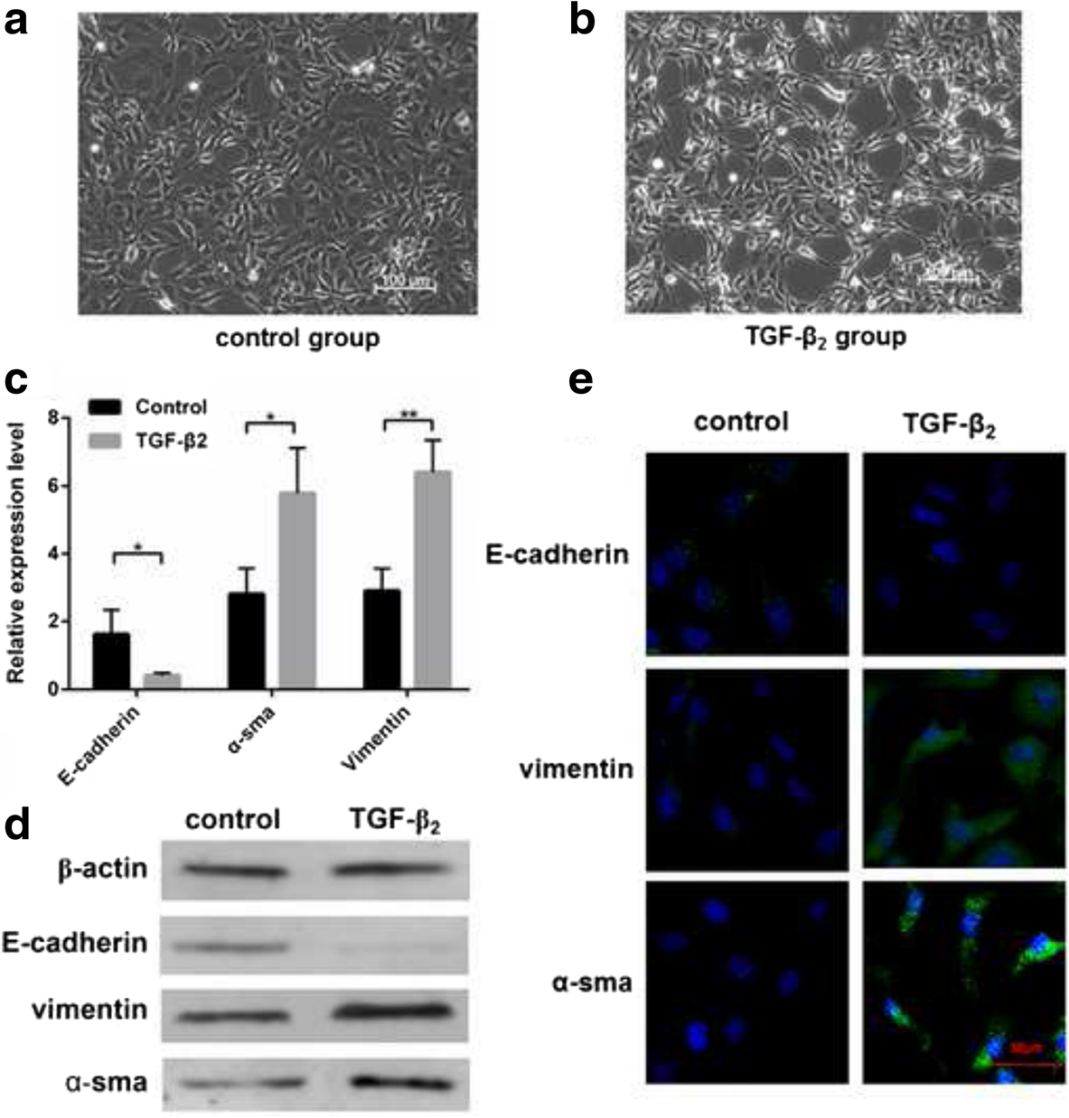
TGF-β_2_ group cells compared to control group cells. Phase-contrast micrographs were used to observe cells in the control group (**a**) and TGF-β_2_ group (**b**). The single polygonal cells changed into long, spindle-shaped cells. **c** Total RNAs were extracted from the control group(*n* = 3) and TGF-β_2_ group(*n* = 3), qRT-PCRs were conducted to detect the expression of E-cadherin, α-SMA, and vimentin(*P < 0.05, **P < 0.01). **d** The proteins were collected from the control group(*n* = 3) and TGF-β_2_ group(*n* = 3), western blot was conducted to detect the expression of E-cadherin, α-SMA, and vimentin. **e** The expression of E-cadherin, α-SMA, and vimentin were detected by immunofluorescence

### Differentially expressed lncRNAs and mRNAs

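HLE B-3 is an immortalized line of human lens epithelial cells. RNA was measured from 3 wells of cells kept with 10 ng/ml TGF-β2 for 24 h and from 3 control wells, each on its own array. The wells hold 1 cell line, so each p-value here measures the spread between wells, less so for some dim probes described below. The number of arrays limits the precision. The arrays were 1-colour (Cy3) Agilent arrays read by Feature Extraction, which the authors normalized by the quantile algorithm in GeneSpring. Each array held 175906 probe spots and 4974 control spots, with 120864 different probes. The share of spots well above background was 61.8%, 61.3% and 58.8% on control arrays 1 to 3 and 59.3%, 60.6% and 63.0% on TGF-β2 arrays 1 to 3. Slide 1 carried control arrays 1 and 2, and slide 2 carried control array 3 and the 3 TGF-β2 arrays. The comparison was therefore also made with slide as a block and within slide 2. Both forms rest on control array 3 as the only control on that slide and give the same estimates, with different spreads.
From the deposited scanner values, outlier and control spots were left out, the processed intensity was taken to log2, spots of a probe were averaged and arrays were quantile normalized. The 69635 probes well above background on all arrays of at least 1 group were tested by limma with Benjamini-Hochberg adjustment. A probe was called at an adjusted p under 0.05 and a fold change of at least 2. The authors' deposited value table had a median of 5.44 in each of its 6 columns. Each column correlated with the log2 intensity of its own array at r = 0.9997 or above, so the scale is log2 and no centring per gene is present. The lowest value of the table was 1.98, so no offset near 50 was added to its signal.
The files do not pair probes with gene or lncRNA names. All 80 rows of Tables 1 and 2 were matched to 1 probe each, by finding the probe whose p-value and fold change in the value table equal the printed ones within 1 unit of the last digit. None of 3120 pairs that joined a p-value to the fold change of another row matched a probe. The match fixes the fold change of a named probe, so what the arrays add is the level on each array, its spread and its background. Of 20 primers printed in the methods, 7 were found in probe sequences, and they name 12 probes of 7 transcripts. For a probe not well above background on any array of a group, the fold change is given as "at least". It sets the mean of the brighter group against the mean of, on each dim array, the lowest signal well above background or the probe's own signal, whichever was higher. It is a bound on the scale of the processed signal only. Of the 48 probes with such a bound, the fold change lay under it for 47 with normexp background correction and an offset of 50. With normexp and no offset it did so for 17. A p-value printed beside a bound is that of the fitted fold change, not of the bound. For some of these probes, such as SERPINB4, the dim arrays lay at the lowest value. The p-value then holds no spread between wells from that group.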

To screen the differentially expressed lncRNAs and mRNAs with statistical significance (fold change ≥2.0, *P* < 0.05) between TGF-β_2_ group and control group, volcano plots were constructed (Fig. 2a, b). Furthermore, the lncRNA and mRNA expression patterns across the samples were distinguishable in the heat map generated by hierarchical clustering (Fig. 2c, d).

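The 3 TGF-β2 arrays formed one cluster and the 3 control arrays the other when all tested probes were clustered by average linkage on 1 minus the correlation. All 80 probes of Tables 1 and 2, among them PMEPA1, FOXS1 and KRTAP1-5, had every TGF-β2 array on the same side of every control array. Chance gives such a separation to 10% of probes, and the study chose these 80 on the same arrays, so their count is not independent evidence. Correlation across probes was 0.992 to 0.994 between TGF-β2 arrays. Control arrays 1 and 2 correlated at 0.996, and each of them at 0.987 and 0.9895 with control array 3 from the other slide. Between groups it was 0.982 to 0.987, and the highest of these was control array 3 with TGF-β2 array 1 of the same slide. With control array 3, TGF-β2 arrays 2 and 3 correlated at 0.98345 and 0.98339. With control array 2 of the other slide they correlated higher, at 0.98545 and 0.98462. The mean correlation within groups exceeded that between groups by 0.00775 (permutation test over all 10 splits, p = 0.1, the smallest p that 3 arrays against 3 allow). This p counts the splits with a difference at least as high. The probes of this test and of the clustering were filtered by the real groups, which favours the real split. The highest difference among the other splits was 0.00118. With no filter the real split gave 0.00331 and the highest of the others 0.00183. Control array 3 was at least 2-fold higher than the mean of control arrays 1 and 2 on 1415 probes and at least 2-fold lower on 857.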

**Fig. 2:**
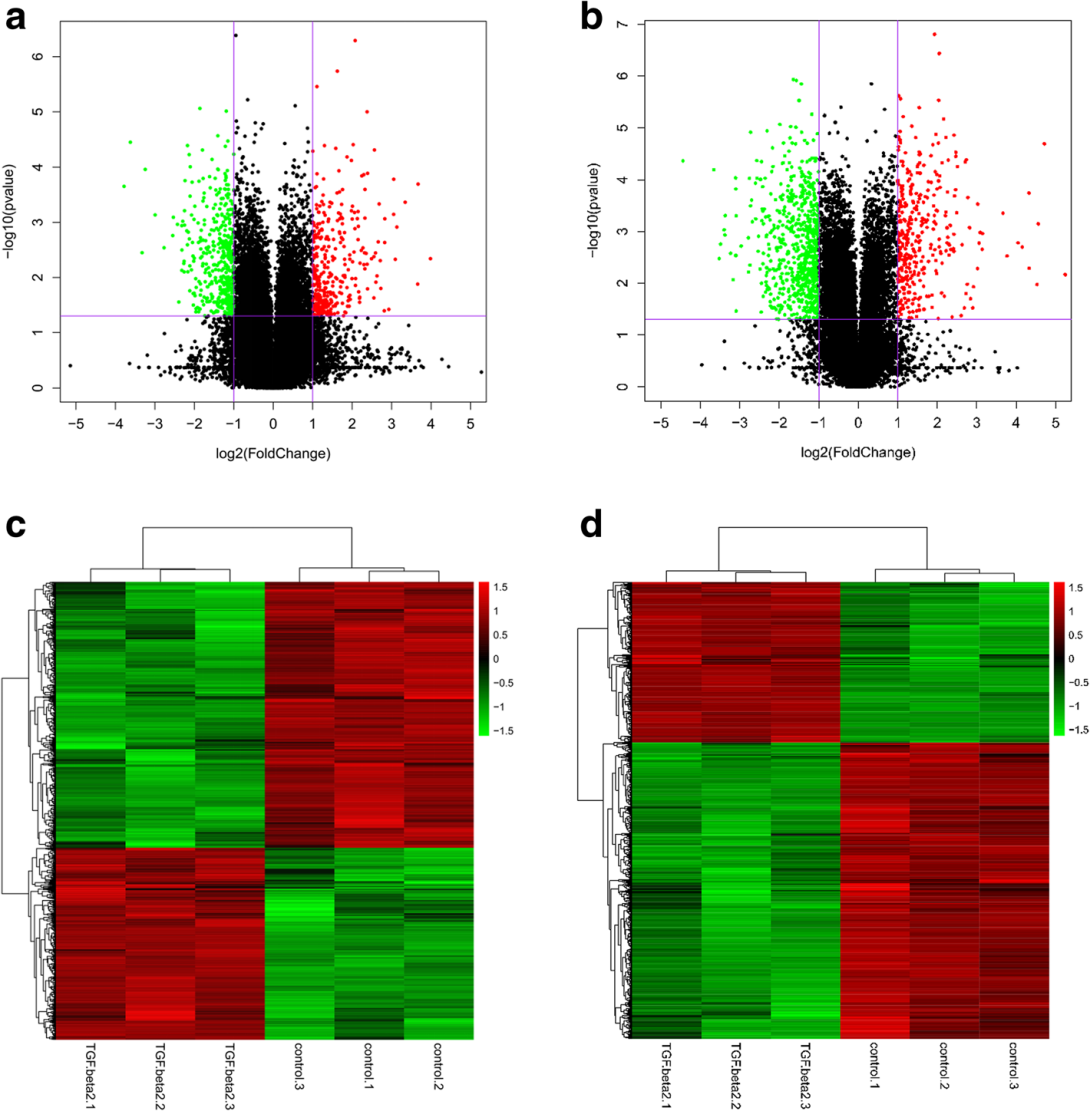
Gene expression profile differences between the TGF-β_2_ group compared to the control group. Volcano plots were used to distinguish the differentially expressed lncRNAs (**a**) and mRNAs (**b**). The vertical lines correspond to 2.0-fold up and down and the horizontal line represents a *P* value of 0.05. Hierarchical clustering indicates lncRNAs (**c**) and mRNA (**d**) profiles. Red and green indicate high and low expression, respectively. In the heat map, the columns represent samples, and the rows represent RNAs

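Between the TGF-β2 group and the control group, 663 probes were higher and 1050 were lower at an adjusted p under 0.05 from limma and a fold change of at least 2. These counts take lncRNA and mRNA probes together, since the files do not say which probe belongs to which class. All but 1 of the 92 probes named here, for transcripts such as LINC01085, CASC15, PMEPA1 and COLEC12, were among them. The study picked the transcripts of these 91 probes as changed on the same arrays, so their calls are not independent evidence. The probe not called holds 19 of the 20 bases of the forward primer for vimentin, an intermediate filament protein and mesenchymal marker. Its log2 signal was 14.46 ± 0.041 (SD, n = 3) in the control group and 14.48 ± 0.088 (SD, n = 3) in the TGF-β2 group (log2 fold change 0.03, SE 0.076, adjusted p = 0.840 from limma). Of all the probes tested, 227 were well above background on every TGF-β2 array and no control array, and 307 the other way round.
With slide as a block 1135 probes were higher and 754 lower, and 1181 of the 1713 calls made without it were kept in the same direction. Within slide 2, where the spread comes from the TGF-β2 arrays alone, 918 were higher and 476 lower. Normexp background correction with an offset of 50 gave 305 higher and 302 lower. It ended the call of 40 of the 91 named probes, 26 of them in Table 1 and 13 in Table 2, all through the fold threshold, since each kept an adjusted p under 0.05 from limma. Normexp without an offset ended no named call, and the offset added to the processed signal alone ended 33.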

Based on the microarray data, 775 lncRNAs were differentially expressed (fold change ≥2.0, *P* < 0.05), including 325 upregulated lncRNAs and 450 downregulated lncRNAs. 

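Among the lncRNAs with the largest rise, lnc-SMAD5-7:1 and NR-015410 were well above background on all 6 arrays. The log2 signal of lnc-SMAD5-7:1 was 8.90 ± 0.16 (SD, n = 3) in the control group and 12.17 ± 0.17 (SD, n = 3) in the TGF-β2 group (SE of the difference 0.13, adjusted p = 0.000251 from limma). LINC02551 was at least 5.06-fold higher with TGF-β2 (adjusted p = 0.000251 from limma; 2.05-fold with normexp and its offset), and it was well above background on no control array. Of the lncRNAs with the largest fall, lnc-FAIM3-2:1 was at least 6.25-fold lower (adjusted p = 0.000251 from limma; log2 fold change -1.20 with normexp). NR-033888 and lnc-PSG6-3:1 were well above background on all arrays and fell by 2.57 and 2.46 on the log2 scale (SE 0.19 and 0.21), with log2 fold changes of -1.81 and -1.77 with normexp background correction. Within slide 2, lnc-PSG6-3:1 kept a log2 fold change of -2.48 but was not called (adjusted p = 0.0587 from limma). Their probes share a stretch of at least 30 bases, so they are not separate measurements.
Of the 20 lncRNA probes with the largest rise, 14 were well above background on no control array, 4 on 1 or 2 control arrays and 2 on all 6 arrays. For the 14, the smallest rise was at least 1.78-fold. Of the 20 with the largest fall, 13 were well above background on no TGF-β2 array, 5 on 1 or 2 and 2 on all 6 arrays, and for the 13 the fall was at least 1.16-fold to at least 6.25-fold. The study chose these 40 probes on the same arrays, so their directions are not independent evidence. With slide as a block all 20 risen probes and 18 of the fallen ones were called, and within slide 2 these counts were 18 and 12.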

The top 20 upregulated lncRNAs and top 20 downregulated lncRNAs between the two groups are listed in Table 1. Lnc-PMEPA1-2:1 (fold change: 15.830) was the most significantly upregulated lncRNA, and NR-033931 (fold change: 13.756) was the most significantly downregulated lncRNA. 

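Lnc-PMEPA1-2:1 was at least 5.21-fold higher in the TGF-β2 group (adjusted p = 0.000922 from limma), and 2.24-fold higher with normexp background correction and its offset. Its log2 signal was 6.70 ± 0.15 (SD, n = 3) with TGF-β2, and the probe was well above background on no control array, where the signal was 2.65 ± 0.58 (SD, n = 3). NR-033931, which is LINC01085, went the other way. Its log2 signal was 5.80 ± 0.19 (SD, n = 3) in the control group and was not well above background on any TGF-β2 array. It was at least 2.84-fold lower with TGF-β2 (adjusted p = 0.000238 from limma). Both calls were kept with slide as a block (adjusted p = 0.00895 and 0.00232 from limma) and within slide 2 (adjusted p = 0.0173 and 0.0172). With normexp background correction NR-033931 was under the fold threshold, at a log2 fold change of -0.77.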

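Fallen probes made up 61.3% of all called probes, lncRNA and mRNA together. Examples with a signal well above background on all arrays were EPHA5-AS1, an antisense lncRNA, and COLEC12, a scavenger receptor. The share was 60.9% among probes well above background on all 6 arrays and 58.7% with the 75th-percentile shift in place of quantile normalization. With slide as a block it turned to 39.9%, and within slide 2 it was 34.1%. It was 49.8% with normexp background correction and its offset, without the offset 57.3%, and with the offset on the processed signal alone 51.6%. All these alternatives of the share were added after the data were examined. In a count without any test, added after the data were examined, 57.5% of the probes at least 2-fold apart from the mean of the 3 control arrays were lower with TGF-β2, and 44.9% of those at least 2-fold apart from control array 3. The share for lncRNAs alone was not computed, because the files do not give the class of a probe.

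**Figure D1:**
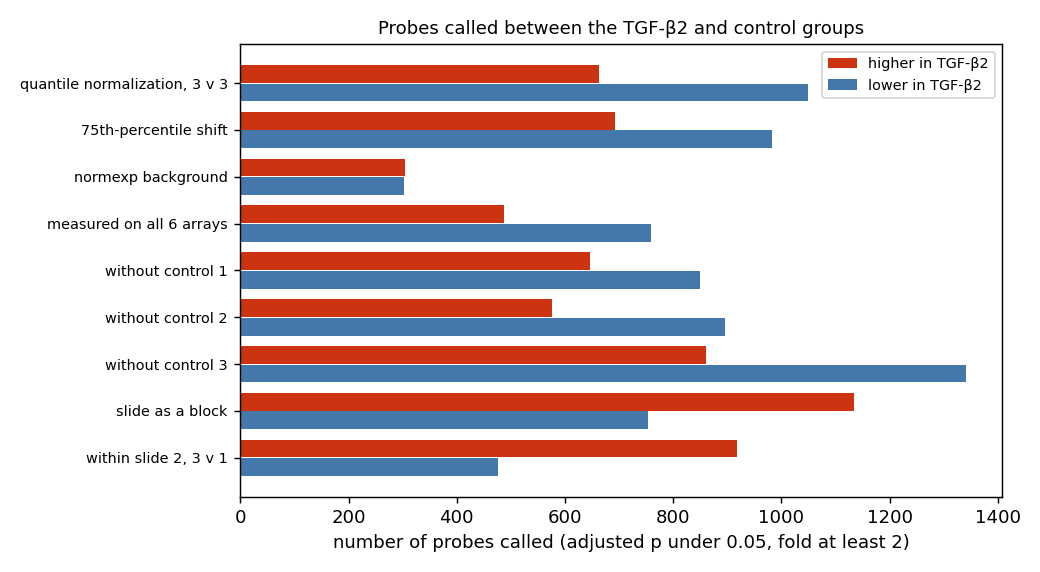
Number of probes called higher (red bars) and lower (blue bars) in the TGF-β2 group under 9 settings, at an adjusted p under 0.05 from limma and a fold change of at least 2. The blue bar is the longer one in the quantile and 75th-percentile settings and without control 1, 2 or 3, and the red bar is the longer one with slide as a block and within slide 2.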

Downregulated lncRNAs were found to be more common than upregulated lncRNAs in these microarray data.

**Table 1:** Top 20 differentially expressed lncRNAs in TGF-β_2_ group compared to control group

Up-regulated lncRNAs				Down-regulated lncRNAs			
LncRNA	Source	*p*-values	Fold change	LncRNA	Source	*p*-values	Fold change
lnc-PMEPA1-2:1	Lncipedia	0.00455517	15.830	NR_033931	RefSeq	0.00022164	13.756
ENST00000597865	GENCODE	0.00020187	12.737	ENST00000582120	GENCODE	0.00308787	12.854
lnc-ZNF737-1:1	Lncipedia	0.01317849	12.647	lnc-FAIM3-2:1	Lncipedia	3.51412E-05	12.313
lnc-PCK1-2:1	Lncipedia	0.00250698	12.061	ENST00000580242	GENCODE	0.00355059	10.021
lnc-RIOK2-5:1	Lncipedia	4.6625E-06	10.882	NR_110260	RefSeq	0.00718676	9.901
lnc-ABCA12-5:2	Lncipedia	0.00043109	10.147	ENST00000508352	GENCODE	0.00010915	9.486
lnc-SMAD5-7:1	Lncipedia	1.89988E-05	9.649	lnc-SIX3-3:1	Lncipedia	0.00093703	8.399
ENST00000558888	GENCODE	0.00121548	8.765	NR_033888	RefSeq	0.00173551	5.851
ENST00000606197	GENCODE	0.00469381	8.533	NR_033931	RefSeq	0.00080852	5.791
ENST00000591217	GENCODE	0.00195645	8.503	lnc-PSG6-3:1	Lncipedia	0.00369578	5.391
NR_125383	RefSeq	0.00016452	8.302	ENST00000562459	GENCODE	0.00108506	5.383
NR_033957	RefSeq	0.00071386	8.289	ENST00000513853	GENCODE	0.02789757	5.259
ENST00000540392	GENCODE	0.00051516	7.495	NR_110294	RefSeq	0.02014080	5.164
ENST00000603720	GENCODE	0.00085945	7.098	NR_038929	RefSeq	0.00114790	4.993
lnc-ABCA12-6:1	Lncipedia	0.00232021	7.083	NR_049793	RefSeq	0.00317515	4.978
ENST00000508884	GENCODE	0.00243957	6.931	NR_027995	RefSeq	0.00158735	4.929
ENST00000557900	GENCODE	0.00351377	6.719	lnc-PSG4-1:1	Lncipedia	0.00025116	4.855
ENST00000606197	GENCODE	0.01581059	6.615	ENST00000508352	GENCODE	0.00557057	4.814
NR_015410	RefSeq	0.00494265	6.552	ENST00000605586	GENCODE	0.00670910	4.800
NR_109998	RefSeq	0.00169954	6.531	lnc-ABCD3-1:2	Lncipedia	0.00791576	4.786

Using the same criteria for lncRNAs, we identified 935 mRNAs that were differentially expressed (fold change ≥2.0, *P* < 0.05), including 329 upregulated mRNAs and 606 downregulated mRNAs. 

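The mRNAs with a signal well above background on all 6 arrays include EGR2, a zinc-finger transcription factor that rose, and NFE2, a transcription factor of blood cell precursors that fell. Over all probes with such a signal, lncRNA and mRNA together, 487 were higher and 759 lower by limma, among 64899 tested. The methods' t-test, at its own p-value threshold and fold change of at least 2, called 692 probes higher and 1086 lower, and 535 and 833 after Benjamini-Hochberg adjustment. In data simulated for 3 arrays against 3, 200 of 69608 probes were changed. Limma with no fold threshold recovered 23 of 50 probes changed 2-fold, 45 of 50 changed 4-fold and 48 of 50 changed 8-fold. None had the wrong sign, and 6 unchanged probes were also called. With the fold threshold, which by itself removes estimates under 2-fold, 13 of the 50 changed 2-fold were left. On the real arrays 2899 higher and 4985 lower probes passed without a fold threshold, far more than were changed in the simulation. The adjusted p was therefore a stricter cut-off in the simulation, so the simulated recovery at 2-fold is not an estimate for the real arrays.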

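FOXS1, a forkhead transcription factor, was 26.3-fold and EGR2 20.2-fold higher in the TGF-β2 group (log2 SE 0.096 and 0.15, adjusted p = 0.000138 and 0.000238 from limma). The rises were 7.02-fold and 12.1-fold with normexp background correction and its offset. NEDD9, a scaffold protein of focal adhesions, rose by 3.15 on the log2 scale (SE 0.11), EDN1, the precursor of endothelin-1, by 2.96 (SE 0.38; 3.87 with slide as a block), and XYLT1, which starts glycosaminoglycan chains on proteoglycans, by 2.83 (SE 0.16; 1.61 with normexp). ITGB6, the β6 integrin subunit, was at least 5.25-fold higher and COL15A1, a collagen of the basement membrane zone, at least 3.61-fold (adjusted p = 0.00136 and 0.000462 from limma). ADAMTSL2, a secreted matrix glycoprotein, was at least 6.21-fold higher (adjusted p = 0.00106 from limma). None of the 3 was well above background on a control array, and with normexp background correction the log2 fold changes were 1.04 for ITGB6, 1.24 for ADAMTSL2 and 0.98 for COL15A1, just under the fold threshold.
Among the genes that fell, KRTAP2-3, a keratin-associated protein, changed by -3.15 on the log2 scale (SE 0.29, adjusted p = 0.00213 from limma), and within slide 2 it kept a log2 fold change of -3.21 but was not called (adjusted p = 0.0611 from limma). NFE2 changed by -3.11 (SE 0.15) and LY6K by -2.73 (SE 0.099). The log2 fold changes of KRTAP2-3, NFE2 and LY6K were -2.19, -2.32 and -2.07 with normexp. SDPR, now named CAVIN2, a component of caveolae, was at least 7.84-fold lower. KCNJ2, an inward-rectifier potassium channel, was at least 6.74-fold lower and CDH10, a cadherin, at least 5.60-fold (adjusted p = 0.000238, 0.000833 and 0.000809 from limma), while normexp gave falls of 2.64-fold for SDPR, 2.39-fold for KCNJ2 and 2.19-fold for CDH10. Of the 20 mRNA probes with the largest rise, 11 were well above background on all 6 arrays and 7 on no control array. Of the 20 with the largest fall, 5 were so on all 6 arrays and 14 on no TGF-β2 array. These 40 were chosen by the study on the same arrays, so their directions are not independent evidence. With slide as a block, 19 of the risen and 19 of the fallen probes were called, and within slide 2 all 20 of the risen and 16 of the fallen.

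**Figure D2:**
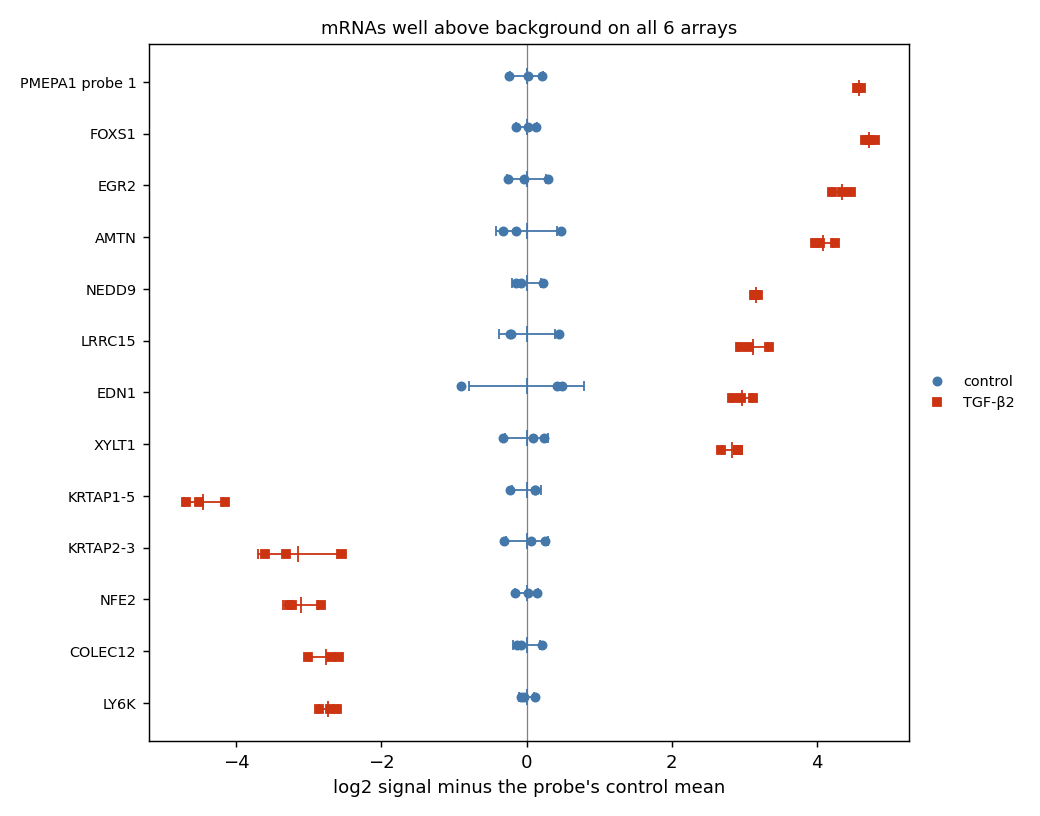
Log2 signal of each array minus the probe's own control mean, for 13 mRNA probes well above background on all 6 arrays. Circles are control arrays, squares are TGF-β2 arrays, and bars show the mean and SD of 3 arrays; the groups do not overlap for any of these probes.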

The top 20 upregulated and top 20 downregulated mRNAs between the two groups are listed in Table 2. 

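C4orf26, now named ODAPH, encodes a phosphoprotein of tooth enamel formation. Its log2 signal was 7.86 ± 0.11 (SD, n = 3) in the TGF-β2 group, and the probe was well above background on no control array, so that it was at least 11.6-fold higher (adjusted p = 0.000955 from limma), and 3.88-fold higher with normexp background correction. KRTAP1-5, another keratin-associated protein of hair, had a log2 signal of 9.38 ± 0.20 (SD, n = 3) in the control group and 4.93 ± 0.27 (SD, n = 3) with TGF-β2, well above background on all arrays. Its log2 fold change was -4.45 (SE 0.17, adjusted p = 0.000251 from limma). The log2 fold change of KRTAP1-5 was -4.57 with slide as a block (adjusted p = 0.00286 from limma), and within slide 2 its adjusted p was 0.0187. Normexp background correction gave KRTAP1-5 a log2 fold change of -2.83. C4orf26 stayed called in both forms (adjusted p = 0.00225 and 0.0172 from limma).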

C4orf26 (fold change: 37.775) was the most significantly upregulated mRNA, and KRTAP1-5 (fold change: 21.691) was the most significantly downregulated mRNA.

**Table 2:** Top 20 differentially expressed mRNAs in TGF-β_2_ group compared to control group

Up-regulated mRNAs			Down-regulated mRNAs		
mRNA	*p*-values	Fold change	mRNA	*p*-values	Fold change
NM_001206981(C4orf26)	0.00682992	37.775	NM_031957(KRTAP1-5)	4.30506E-05	21.691
NM_004118(FOXS1)	2.01224E-05	26.221	NM_004657(SDPR)	6.36942E-05	12.608
NM_020182(PMEPA1)	0.00070997	23.537	NM_002974(SERPINB4)	0.00334950	11.493
NM_020182(PMEPA1)	0.01058581	23.038	NM_001870(CPA3)	0.00175241	11.208
NM_001001557(GDF6)	0.00513492	20.032	NM_000740(CHRM3)	0.00092973	10.537
NM_000399(EGR2)	0.00018028	20.013	NM_005130(FGFBP1)	0.00116285	10.382
NM_001855(COL15A1)	0.00199402	17.745	NM_020949(SLC7A14)	0.00049138	10.333
NM_212557(AMTN)	0.00165480	16.538	NM_006727(CDH10)	0.00264798	9.407
NM_182908(DHRS2)	0.00296753	13.614	NM_006495(EVI2B)	0.00850874	8.984
NM_001145320(ADAMTSL2)	0.00044198	12.692	NM_145260(OSR1)	9.19462E-05	8.614
NM_001142393(NEDD9)	0.00109819	8.843	NM_001261461(NFE2)	0.00014986	8.590
NM_020400(LPAR5)	0.00220825	8.816	NM_001165252(KRTAP2-3)	0.00291367	8.573
NM_001135057(LRRC15)	0.00104638	8.510	NM_000891(KCNJ2)	0.00049496	8.531
NM_014443(IL17B)	0.00166941	8.333	NM_001287746(HMGCLL1)	0.00191632	7.812
NM_001781(CD69)	0.00029504	8.139	NM_033317(DMKN)	0.00132214	6.892
NM_000888(ITGB6)	0.00518906	8.100	NM_006512(SAA4)	0.00609439	6.853
NM_004717(DGKI)	0.02999408	7.453	NM_130386(COLEC12)	9.35347E-05	6.760
NM_001955(EDN1)	0.01998286	7.174	NM_002164(IDO1)	0.00446529	6.698
NM_022166(XYLT1)	0.00084475	7.043	NM_014033(METTL7A)	0.00031852	6.623
NM_000023(SGCA)	0.00022045	6.844	NM_001160354(LY6K)	1.20466E-05	6.614

### LncRNA target prediction

To identify the potential function of differentially expressed lncRNAs, we predicted the target genes by target prediction programs. 565 lncRNAs had cis target genes, and 213 lncRNAs had trans genes.

### GO and KEGG pathway analysis of differentially expressed mRNAs

To determine the potential roles of differentially expressed lncRNAs, GO analysis and KEGG pathway analysis were applied to the differentially expressed mRNAs. The GO categories comprised 3 structured networks: biological processes, cellular components and molecular function. We found the most enriched GO terms associated with differentially expressed mRNAs were “single-organism process” (biological process) (Fig. 3a), “extracellular space” (cellular component) (Fig. 3b), and “binding” (molecular function) (Fig. 3c).

**Fig. 3:**
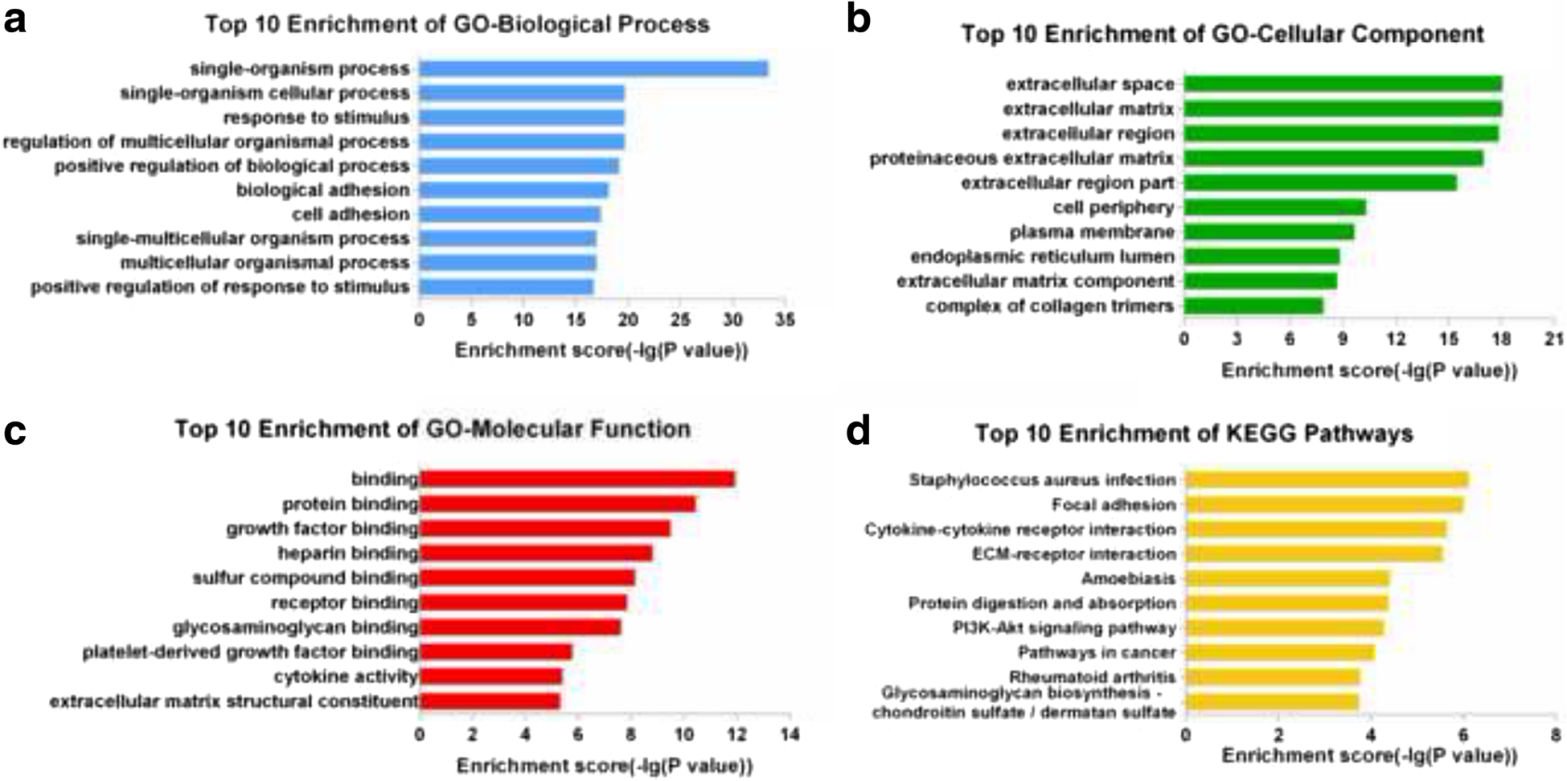
Enrichment analysis of GO terms and pathways for differentially expressed mRNAs. GO analysis according to 3 GO categories: **a** biological process, **b** cellular component, and **c** molecular function. **d** Pathway analysis based on the KEGG database

KEGG Pathway analysis indicated that 36 pathways were significantly enriched among the differentially expressed mRNAs (*P* < 0.05) (Fig. 3d). The most enriched pathway was “*Staphylococcus aureus* infection”, which was associated with 13 differentially expressed genes. Many of these pathways were linked to EMT, such as the PI3K-Akt signaling pathway (associated with 32 genes), TGF-β signaling pathway (associated with 11 genes), ECM-receptor interaction (associated with 15 genes), regulation of actin cytoskeleton (associated with 17 genes), and cell adhesion molecules (associated with 15 genes).

### qRT- PCR validation

To confirm the validity of the microarray data, we randomly selected 6 differentially expressed lncRNAs for qRT-PCR. These included 3 upregulated lncRNAs (NR-015410, ENST00000618591, and ENST00000512323) and 3 downregulated lncRNAs (ENST00000528717, lnc-PF4-1:1, NR-034138). qRT-PCR was carried out to confirm the expression of the selected lncRNAs in LECs during TGF-β_2_-induced EMT. qRT-PCR showed the same trend for the 6 lncRNAs that were shown in the microarray analysis (Fig. 4a). 

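On the arrays, NR-015410, which is CASC15, a long intergenic RNA, was 6.68-fold higher with TGF-β2 on one probe and 6.41-fold higher on another (log2 SE 0.17 and 0.15). ENST00000618591 was higher on each of the 5 probes that hold its reverse primer, by 3.18-fold to 3.73-fold, and ENST00000512323 was 4.01-fold higher (log2 SE 0.11). ENST00000528717 was 2.36-fold lower (log2 SE 0.11), lnc-PF4-1:1 2.199-fold lower (log2 SE 0.086), and NR-034138, which is EPHA5-AS1, 2.57-fold and 2.69-fold lower on its 2 probes. All these probes were well above background on all 6 arrays and were called by limma, with adjusted p from 0.000471 to 0.00199. These lncRNAs were selected among those already found changed on the same arrays, so their calls are not independent evidence. Probes of one transcript that overlap are not separate measurements. Within slide 2, ENST00000528717 had a log2 fold change of -1.12 but was not called (adjusted p = 0.0689 from limma), and lnc-PF4-1:1 fell just below the fold threshold there and with slide as a block, with a log2 fold change of -0.996. With normexp background correction ENST00000528717 was under it too, at -0.94.

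**Figure D3:**
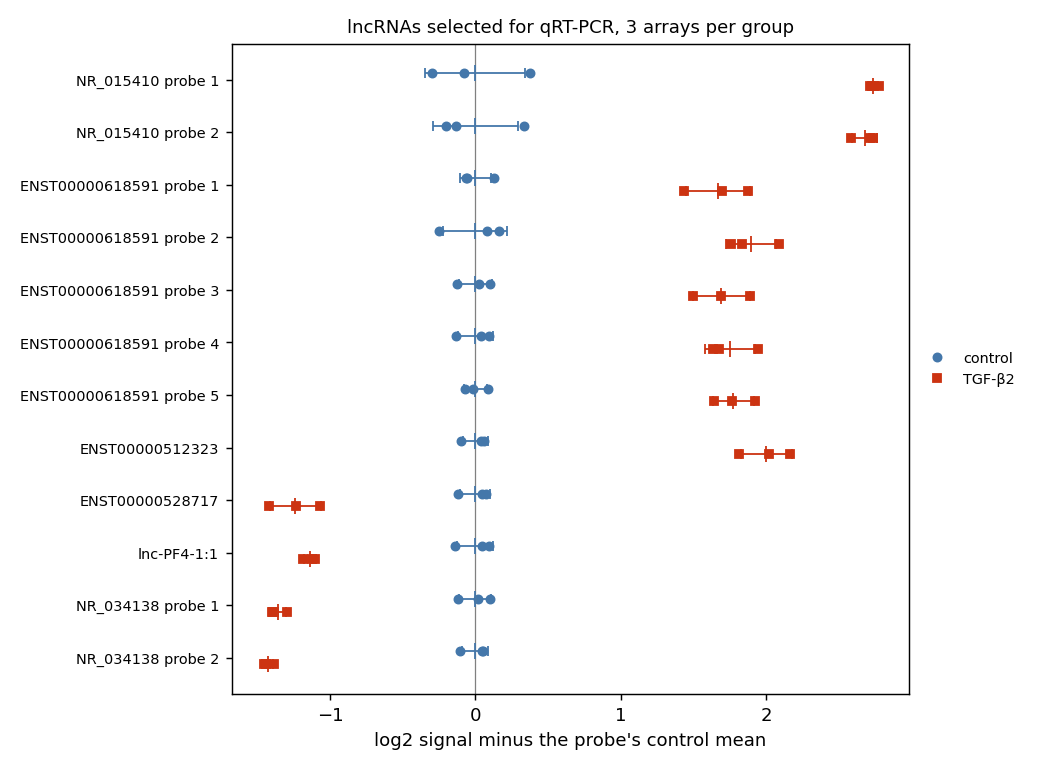
Log2 signal on each array minus the probe's control mean, for the 12 probes of the 6 lncRNAs selected for qRT-PCR. Circles are control arrays, squares are TGF-β2 arrays, bars show mean and SD of 3 arrays, and the groups do not overlap on any probe.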

The changes were statistically different for only 4 of the 6 lncRNAs (Fig. 4b). ENST00000618591 was upregulated, while ENST00000528717, lnc-PF4-1:1, and NR-034138 were downregulated (*P* < 0.05).

**Fig. 4:**
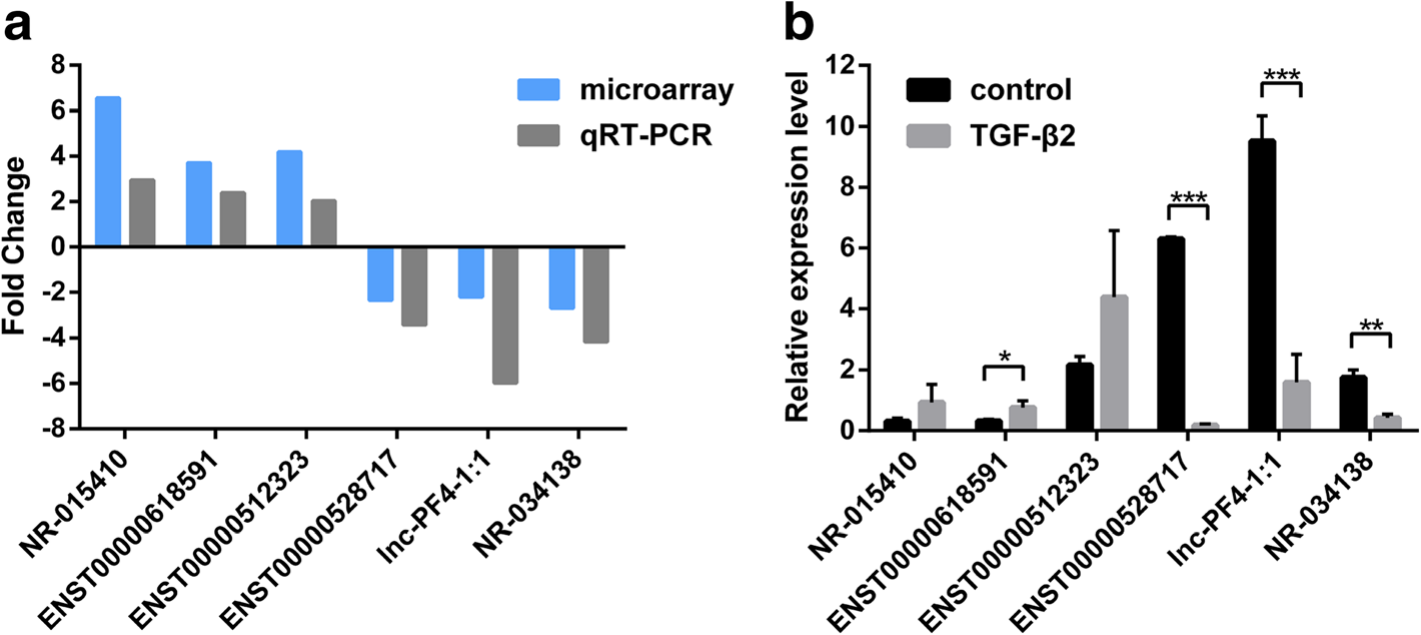
qRT-PCR validation of 6 differentially expressed lncRNAs. **a** Comparison of fold change of lncRNAs between microarray and qRT-PCR results. **b** The relative expression levels of lncRNAs in the control group and TGF-β_2_ group (*P < 0.05, **P < 0.01, ***P < 0.001)

## Discussion

LncRNAs are among the least well-understood of non-protein-coding RNAs. They were previously considered merely transcriptional “noise” [11] but have increasingly garnered attention in recent years. Newer studies have shown that lncRNAs are involved in EMT. For example, several lncRNAs can be involved in the regulation or activation of the WNT signaling pathway in the Twist-induced EMT process [20]. H19 can promote pancreatic cancer metastasis by derepressing let-7’s suppression on its target HMGA2-mediated EMT [21]. However, to our knowledge, no previous study has focused on the microarray expression profile of lncRNAs in LECs during EMT. Thus, we conducted the current study to assess the role of lncRNAs in the development and progression of EMT in LECs from the perspective of lncRNA.

In this study, we chose the HLE B-3 cell line. It is a primary cell line of LECs that is immortalized via infection with an adenovirus 12-SV40 virus, and can be used to investigate HLE physiology and cataracts [22]. We chose 3 typical biomarkers: E-cadherin, α-SMA, and vimentin to confirm EMT in LECs [19]. E-cadherin is the prototypical epithelial cell marker of EMT. It is expressed in epithelial cells, and its expression is decreased during EMT. Vimentin and α-SMA are mesenchymal markers, and their expression is increased during EMT [6, 7]. The results of qRT- PCR, western blot and immunofluorescence suggested that the cells in the TGF-β_2_ group were undergoing EMT.

The findings of our study indicate that lncRNAs play a potential role in the EMT pathogenesis of PCO. A total of 325 upregulated lncRNAs and 450 downregulated lncRNAs were differentially expressed in the TGF-β_2_ group compared to the control group. Furthermore, we used GO and KEGG pathway analyses to identify potential functions of the differentially expressed mRNAs. GO analysis revealed the dysregulation of 1165 mRNAs involved in biological processes, 72 mRNAs involved in cellular components, and 112 mRNAs involved in molecular functions. Many items were involved in critical processes in EMT, such as protein binding, growth factor binding, cell proliferation. KEGG Pathway analysis indicated that 36 pathways were significantly enriched, many of which are related to EMT, including the PI3K-Akt signaling pathway [8, 23], TGF-β signaling pathway, and ECM-receptor interaction [24, 25]. These results indicated the general functional roles of the differentially expressed lncRNAs and also confirmed the reliability of our microarray data.

Although huge numbers of lncRNAs have been found, the functions of most lncRNAs remain unknown. Previous reports have suggested that lncRNAs can guide gene expression either in cis (on neighboring genes) or in trans (on distantly located genes) manner [26, 27]. We can predict the functions of lncRNA via the cis/trans genes. We chose the top 4 up and down lncRNAs to analyze. The upregulated lnc-PMEPA1-2:1 is a 361 bp sense-overlapping lncRNA and was predicted to have a cis target gene, prostate transmembrane protein, androgen-induced 1(PMEPA1), which is important in cancer development. 

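PMEPA1, a transmembrane protein that binds Smad proteins, was among the most raised mRNAs. On the first of its probes the log2 signal was 9.55 ± 0.23 (SD, n = 3) in the control group and 14.12 ± 0.027 (SD, n = 3) in the TGF-β2 group, a 23.8-fold rise (log2 fold change 4.57, SE 0.12, adjusted p = 0.000232 from limma). The second probe gave a log2 fold change of 4.68 (SE 0.40, adjusted p = 0.00172 from limma) and was well above background on 2 of the 3 control arrays. The PMEPA1 probes and the lnc-PMEPA1-2:1 probe share no stretch of 30 or more bases. The paper describes the lncRNA as sense-overlapping, and whether its probe also detects PMEPA1 transcripts was not tested. On the first probe the log2 fold change was 4.55 with slide as a block (adjusted p = 0.00232 from limma), and within slide 2 the adjusted p was 0.0172. On the second it was 2.47 with normexp background correction. Control array 3, the only control on slide 2, held no signal well above background for that probe, so on slide 2 it was at least 19.5-fold higher. Citing earlier work on PMEPA1 in breast and lung cancer cells, the paper proposes that lnc-PMEPA1-2:1 may regulate EMT through PMEPA1.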

PMEPA1 encodes a transmembrane protein that contains a Smad-interacting motif [28]. PMEPA1 expression is induced by androgens and TGF-β, and can suppress the androgen receptor and TGF-β signaling pathways by interacting with Smad proteins. In breast cancer cells, PMEPA1 could be upregulated by classical TGF-β/Smad signaling pathway, and silencing of PMEPA1 significantly could inhibit the migration ability of MDA-MB-231 cells and promoted the process of EMT. Previous studies also showed that PMEPA1 can regulate EMT in lung cancer cells by modulating the ROS and IRS-1 signaling pathways [28]. Lnc-PMEPA1-2:1 may regulate EMT in PCO by PMEPA1 via the signaling pathways. 

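A second probe of LINC01085 was also lower with TGF-β2. Its log2 signal was 4.52 ± 0.13 (SD, n = 3) in the control group, and it was well above background on all control arrays and no TGF-β2 array. It was at least 1.16-fold lower (adjusted p = 0.000238 from limma), a bound set by a control signal close to background. Its TGF-β2 signal was the lowest value on each array (SD 0), so this p-value holds no spread from that group. The fitted log2 fold change was -2.53 for this probe, where the TGF-β2 signal lay below background, and -0.92 for an unnamed probe that shares at least 30 bases with it. With normexp background correction its log2 fold change was -0.39, under the fold threshold.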

NR-033931, also known as linc01085, is a 1984 bp intergenic lncRNA, of which little is known. ENST00000597865 is a 520 bp antisense lncRNA, and have a cis genes Neurotrophin 4(NTF4), which is a member of the nerve growth factor family of neurotrophins, that control survival and differentiation of mammalian neurons. 

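ENST00000597865 was at least 3.55-fold higher in the TGF-β2 group (adjusted p = 0.000578 from limma). Its log2 signal was 6.15 ± 0.27 (SD, n = 3) with TGF-β2, and it was well above background on no control array. The call was kept with slide as a block (adjusted p = 0.00734 from limma) and within slide 2 (adjusted p = 0.0196 from limma). The log2 fold change was under the fold threshold with normexp background correction, at 0.88. The files do not pair a probe with the predicted cis gene, so the level of that gene was not analysed here.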

Kim et al. reported that NTF4 receptor TrkB could induce EMT through activation of the JAK2/STAT3 pathway and PI3K/AKT pathway in breast cancer [29]. NTF4 may have the similar function in EMT of PCO. ENST00000582120 is a 673 bp sense lncRNA. It had a cis gene: collectin subfamily member 12 (COLEC12). 

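ENST00000582120 and COLEC12 both fell with TGF-β2. The paper describes ENST00000582120 as a sense lncRNA, and whether its probe also detects COLEC12 transcripts was not tested. The log2 signal of ENST00000582120 was 7.51 ± 0.41 (SD, n = 3) in the control group and 3.74 ± 0.70 (SD, n = 3) in the TGF-β2 group, where 1 of the 3 arrays was well above background (log2 fold change -3.77, SE 0.38, adjusted p = 0.00281 from limma). That TGF-β2 mean lies under the lowest signal well above background of each TGF-β2 array, so the size of the fall is uncertain, and with normexp background correction it was -1.56. The log2 signal of COLEC12 was 8.69 ± 0.18 (SD, n = 3) in the control group and 5.93 ± 0.22 (SD, n = 3) with TGF-β2, a 6.77-fold fall measured above background on all arrays (adjusted p = 0.000469 from limma; 3.57-fold with normexp). With slide as a block both stayed called (adjusted p = 0.0285 and 0.00564 from limma). Within slide 2, COLEC12 was called (adjusted p = 0.0254 from limma) and ENST00000582120 was not (adjusted p = 0.0888 from limma), at a log2 fold change of -3.30.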

COLEC12 is a scavenger receptor, a cell surface glycoprotein that displays several functions associated with host defense. According to the GO analysis, COLEC12 plays roles in biological process(single-organism process, response to stimulus, and positive regulation of biological process) and cellular component(extracellular region, cell periphery, and plasma membrane). ENST00000582120 may play roles in EMT via regulating COLEC12. Further researches are needed to confirm the functions of these differentially expressed lncRNAs and their potential target genes.

Despite these promising findings, the current study did have some limitations. First, the sample size in the microarray analysis was small, as was the number of candidate lncRNAs, and these might limit the validity of the array results. Second, the results were not validated in animal or tissue experiments. Moreover, more experiments should be performed in future work to confirm and illustrate the detailed functional roles of the dysregulated lncRNAs by using RNA interference approaches in vitro and in vivo.

## Conclusions

In conclusion, this is the first report of microarray analysis of lncRNA and mRNA differential expression in LECs during TGF-β_2_-induced EMT compared to normal LECs. These differentially expressed lncRNAs and mRNAs likely play important roles in the development and progression of EMT in LECs. Our study lays the foundation for future research on lncRNAs related to EMT in LECs and could introduce new avenues for the prevention and treatment of PCO.

## Abbreviations

EMT: Epithelial-mesenchymal transition
GO: Gene ontology
HLE B-3: Human lens epithelial B-3
KEGG: Kyoto Encyclopedia of Genes and Genomes
LECs: Lens epithelial cells
lncRNAs: Long noncoding RNAs
PCO: Posterior capsule opacification
qRT-PCR: Quantitative real-time reverse transcription polymerase chain reaction
TGF-β_2_: Transforming growth factor β_2_

How the deposited data were processed for this re-analysis (not part of the article)

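The paper compares HLE B-3 lens epithelial cells kept with 10 ng/ml TGF-β2 for 24 h with control cells, 3 wells in each group, on 6 one-colour Agilent arrays. The authors' scanner output holds intensity values per spot, made by Feature Extraction with background subtraction, spatial detrending and surrogate values for spots at or under background. The authors' deposited value table holds log2 values, which they normalized by the quantile algorithm in GeneSpring. The scanner model in the file headers differs from that in the methods. Samples were grouped by their labels and the methods. No pair of arrays held the same values: at least 120863 of the 120864 probes differed between any 2 arrays.

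From the deposited intensity, spots with an outlier mark and control spots were left out, signals were floored at 1 and taken to log2, and the spots of a probe were averaged (65822 probes had 1 spot and 55042 had 2). Between 5 and 30 spots per array were left out as outliers, and 2 spots were saturated on control array 3. Arrays were quantile normalized. Groups were compared by limma (lmFit, eBayes) over probes well above background on all arrays of at least 1 group, with Benjamini-Hochberg adjustment over all probes tested. The depth of an array has no count, so its number of arrays and its signal over background set the precision.

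Alternatives were the 75th-percentile shift, normexp background correction on the mean and background intensity with an offset of 50, the authors' value table, other filters on dim probes, the methods' t-test, no fold threshold, a variance trend with robust estimation, the replicate number as a block, slide as a block and leaving out each array in turn. These were set before the data were examined. The comparison within slide 2, normexp without its offset, the offset on the processed signal alone, the unequal-variance form of the test on the authors' values, and all alternatives of the share of lower probes were added later. The procedure was also tested on simulated data with 200 changed probes, whose control means and spread were taken from these arrays.

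Whether replicate numbers pair the arrays was checked from the correlation of deviations from the group means. It was -0.20, 0.18 and -0.12 for the same-numbered pairs, and -0.27 to 0.32 for pairs with different numbers. With 3 arrays per group, and control array 3 on another slide than control arrays 1 and 2, this check cannot decide whether the numbers pair the arrays.

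Named probes followed a rule written before the data were examined, when the paper's tables had been read. It took every transcript the paper names as measured and the genes it names as cis targets, the 12 mRNAs and 6 lncRNAs with the largest changes in each direction, and members of gene lists. Only the first part could be applied, since the files do not pair probes with names. Names came from the p-values and fold changes of Tables 1 and 2 and from the primers. With shuffled primers 0 matched. Of 51 RefSeq accessions, 50 were matched to symbols of GRCh38.p14 by a table of names. The array design names hg19, and no coordinate is given. E-cadherin, α-SMA and beta-actin primers matched no probe, and their probes were not analysed here.

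The gene lists, the counts for mRNA and lncRNA probes apart, and the correlation of lncRNAs with the gene in their name needed a name for every probe and were not run. GO and KEGG results, cis and trans predictions, qRT-PCR, western blot and immunofluorescence were not analysed here. Tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.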

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

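The comparison within slide 2, the count without a test, normexp without its offset, the offset alone and all alternatives of the share of lower probes were chosen after the data were examined. The counts of 663 higher and 1050 lower probes moved by over 1.5 times in these settings: normexp with its offset gave 305 higher and 302 lower, normexp without it 622 lower, the offset on the processed signal alone 356 and 379, no fold threshold 2899 and 4985, slide as a block 1135 higher, and within slide 2 476 lower. The share of lower probes fell from 61.3% to 49.8% with normexp, 39.9% with slide as a block and 34.1% within slide 2. Among probes at least 2-fold apart without any test it was 57.5%, 54.9% against control arrays 1 and 2, and 44.9% against control array 3. The cause was not tested apart from the tests given under other observations. Leaving out 1 array gave 576 to 860 higher and 850 to 1341 lower probes and a share of 56.8% to 64.2%. The other settings kept the counts within 1.5 times. The replicate number as a replicate block gave 619 higher and 1009 lower, and whether the numbers pair the arrays could not be decided. The separation of the arrays kept its sign in all its settings, at 0.00331 to 0.00776, and at 0.00727 to 0.00972 with 1 array left out. Of the 91 named calls, none turned direction where a setting gave them a value, which the filter for a signal well above background on all 6 arrays did for 31. Calls were lost for 40 probes with normexp and its offset, 33 with the offset on the processed signal alone, none with normexp without an offset, 16 within slide 2, 5 with slide as a block and 3 with the methods' t-test after Benjamini-Hochberg adjustment. The 40 lost with normexp kept an adjusted p under 0.05 from limma and fell under the fold threshold. Fold changes of probes below background in 1 group are lower bounds, which limits 48 of the 80 table rows. Set tests, the correlation of lncRNAs with neighbouring genes and class counts were not run, for lack of probe names.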

Differences from the paper's values

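All 80 fold changes of Tables 1 and 2 were compared, 48 of them as lower bounds, and none of these bounds was over 1.5 times the paper's fold. The other 32 were 0.971 to 1.17 times the paper's by limma on the quantile normalized processed signal. This match is expected from how the probes were named. The 6 lncRNAs of Fig. 4a had array fold changes within 1.5 times of those read by eye. Of the alternatives set before the data were examined, normexp with its offset put 26 of the 32 over 1.5 times from the paper's, for example FOXS1 at 7.02-fold and KRTAP1-5 at 7.10-fold beside the paper's 26.221 and 21.691. With slide as a block, EDN1 differed, at 14.7-fold beside the paper's 7.174. Where the arrays left in a setting held no signal well above background in 1 group, the fold is only a lower bound and was not compared.

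The paper's counts of lncRNAs and mRNAs add up to 654 higher and 1056 lower, beside 663 and 1050 by limma at an adjusted p under 0.05 and the same fold threshold. The unequal-variance test on the authors' values with an unadjusted p under 0.05, chosen after seeing the values, gave 654 and 1056 and drops 0 of the 80 table probes. The methods name Student's test and a false discovery rate. None of the 80 table rows matched a probe under the equal-variance form of the p-value.

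The paper states that lower lncRNAs outnumber higher ones, with a share of 58.1% from its counts. Over all called probes, lncRNA and mRNA together, the share was 61.3%, and it was 39.9% with slide as a block. These shares are of an unlike set. Over both classes, the unequal-variance test on the authors' values, with the same counts as the paper's sums, gave 61.8%. The paper reports vimentin as raised by qRT-PCR, western blot and immunofluorescence, and the array probe with 19 of the 20 primer bases had a log2 fold change of 0.03 (SE 0.076, adjusted p = 0.840 from limma).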

Other observations

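The comparison within slide 2, the counts without a test and the tests of background correction and of its offset were chosen only after the result had been seen, and the paper's own counts had been read before any test.

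Further mRNAs of Table 2 rose with TGF-β2. AMTN, which encodes a protein of the enamel matrix as C4orf26 does, had a log2 signal of 6.28 ± 0.42 (SD, n = 3) in the control group and 10.37 ± 0.14 (SD, n = 3) in the TGF-β2 group (log2 fold change 4.09, SE 0.21, adjusted p = 0.000466 from limma). LRRC15, a membrane protein with leucine-rich repeats, rose by 3.12, LPAR5, a lysophosphatidic acid receptor, by 3.17, and SGCA, a sarcoglycan, by 2.77 on the log2 scale. AMTN, LRRC15 and LPAR5 were at 3.16, 2.31 and 1.78 with normexp background correction. GDF6, a ligand of the BMP family, was at least 7.88-fold higher (adjusted p = 0.000931 from limma), and 2.88-fold higher with normexp. SERPINB4, a protease inhibitor, and CPA3, a carboxypeptidase of mast cells, were at least 2.27-fold and at least 2.24-fold lower (adjusted p = 0.000408 and 0.000251 from limma). With normexp both were under the fold threshold. Their TGF-β2 signals lay at or near the lowest value (SD 0 and 0.0058), so these p-values hold almost no spread from that group. IDO1, an enzyme that degrades tryptophan, fell by 2.702 on the log2 scale (SE 0.36) and had a log2 fold change of -1.33 with normexp, and with slide as a block it kept a log2 fold change of -2.21 but was not called (adjusted p = 0.0617 from limma).

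The first pattern is the number of probes that differ between the groups. In 1 split of the 10 into 3 and 3 arrays, the real one, 663 probes were higher and 1050 lower, and the most in one direction among the other splits was 45 (control arrays 1 and 2 with TGF-β2 array 3 against the rest). With 10 splits no share under 0.05 can be had. If slide alone set the differences, about 50% of the probes called between TGF-β2 arrays of slide 2 and control arrays of slide 1 would keep their direction between the remaining TGF-β2 array and control array 3, all on slide 2. The lowest share over the 3 choices was 79.3%, which argues against slide as the whole cause. By direction of the call, the share was 83.9% to 96.3% for lower probes and 72.8% to 83.8% for higher probes. An effect on part of the probes and an effect of the wells stay open.

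The second pattern is the excess of lower probes, whose share was 58.7% with the 75th-percentile shift, which argues against quantile normalization as its cause, and 60.9% among probes well above background on all 6 arrays. It was 34.1% within slide 2, so slide is a candidate explanation, but control array 3 is the only control there, and slide and that well cannot be told apart. Within slide 2 the spread also comes from the TGF-β2 arrays alone. Their median SD was 0.22 for probes at least 2-fold lower than control array 3 and 0.15 for those at least 2-fold higher. Without any test the share was 44.9%. Calls of lower probes made across slides kept their direction within slide 2 more often than calls of higher probes, which also rests on control array 3. The share was 57.3% with normexp and no offset, which argues against background correction without an offset as its cause. With the offset it was 49.8%, which met the criterion for background correction as a cause, written after the data were examined. The offset on the processed signal alone gave 51.6%, so the share moved more with the offset alone than with the correction alone. The 49.8% is therefore not a test of the correction by itself. The processed signal behind the 61.3% carries no such offset. A biological excess of lower transcripts stays open.

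The third pattern is that probes of opposite strands over at least 30 shared bases may change together. Across 333 such pairs the log2 fold changes correlated at r = 0.31 (permutation test, p = 1e-05, the smallest p that 100000 resamples can give) and Spearman's rho was 0.20 (permutation test, p = 0.00032). The value lies barely above the bound of 0.3 set beforehand, and r was 0.27 without the 2 pairs farthest from the median. Both probes were called in 1 of these pairs and only 1 probe in 8, so nearly all of the pairs held no called probe. For 5004 pairs of the same strand r was 0.83 (permutation test, p = 1e-05), with both probes called in 105 pairs and only 1 in 66. This is a correlation across probes, which are not independent replicates, and whether labelling kept the strands apart was not tested.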
